A study of Rattus norvegicus with 49 samples. Its data were reported in "Toxicogenomic assessment of liver responses following subchronic exposure to furan in Fischer F344 rats" (2015).

How the data were processed

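Liver RNA of male and female F344 rats, an inbred strain, was measured on 49 arrays that carry 2 colours. The rats were 7 to 8 weeks old when dosing began and were given corn oil alone, or furan in it at 2, 0.5, 0.12 or 0.03 mg/kg, by gavage on 5 days of each week for 90 days. Sex and dose give 10 groups of 5 rats each, except that the males at 0.03 mg/kg are 4. Per the labels, 1 male array failed quality control and was eliminated. The deposited files include 1 dim male array at 0.03 mg/kg that no column of the series matrix matched, and whether it is the eliminated one is not known. Liver RNA was labelled with Cy5 and a universal rat reference RNA with Cy3, with no dye swaps. Per the file headers, the slides were read at a resolution of 3 micrometres with Agilent Feature Extraction 10.7.3.1, and the array design was annotated on the rn4 build. The arrays come from 8 slides, which are numbered here in the order in which the deposited files give them.

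The deposited scanner files hold the signal of each spot and of its local background as a median pixel intensity. They also hold a log10 ratio of the liver over the reference channel, which the scanner software background subtracted, detrended and dye normalised, and 0 or 1 marks of spot quality, per the file headers. The deposited series matrix holds a log2 ratio of liver over reference that the authors normalised in R, with 1 column per array, and 0 of its columns were left out. Each array carried 62976 spots, of which 58717 measured transcripts with 30367 different probes. The mean signal of a spot is not in the scanner files, so the median was used in every setting.

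Signals were background corrected by the normexp method with an offset of 50 and normalised within each array by loess, in limma 3.58.1 under R 4.3.3. Files were read with version 1.17.8 of the data.table package. The log2 ratios of a probe's spots were averaged after spots marked as not uniform or as deviating were left out. A probe was tested when its liver signal was well above background on at least 4 arrays of at least 1 group, which left 17661 probes. This filter and the correlation limits named below were not fixed in advance. Probes were named through the RefSeq table of the GRCr8 assembly, used for names only, which named 18004 of the 30367 probes (59.3%) with 15154 gene symbols.

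The limma model had 1 mean per group and a spread shared by all groups. Each dose was compared with the controls of its sex. The furan effect at 2 mg/kg was compared between the sexes as an interaction, and male with female controls. Adjusted p values are by Benjamini-Hochberg within a comparison. A probe was called when its adjusted p was at most 0.05 and its fold change at least 1.5 in either direction. An effect at any dose was tested with limma's moderated F test within a sex. All tests are 2-sided. The groups, these comparisons, their tests, the rule for naming genes, the gene lists and most alternatives were set before the data were examined.

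Genes are named by 4 rules. Genes that the study names are given by their brightest probe. For each sex at 2 mg/kg, the 5 largest rises and the 5 largest falls are given among called probes with a gene symbol whose 5 treated arrays all lie beyond all 5 control arrays. For each lower dose, the 3 largest changes among called probes with a symbol are given. For the interaction and for the sex difference in controls, up to 5 called probes with a symbol are given in each direction.

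Short lists of well-known genes stood in for the pathway database of the study, which was not used here. They cover targets of NRF2 and of p53, acute phase, thyroid hormone response, cell cycle, bile duct, stellate cell and fibrosis, macrophage, neutrophil, erythroid cell, clock output, clock morning and glucocorticoid response genes. They were tested with limma's camera on the brightest probe of each gene, with a preset correlation between genes of 0.01, and adjusted over all lists and both sexes. No named probe measured a Y-linked gene or Xist, so the labelled sex was not checked through them. Sex-biased probes for the test in treated males were called between the 0.03 mg/kg groups, so that the set and the effect share no arrays.

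Benchmark doses, the dose at which a fitted curve passes a set change, were computed for probes with an unadjusted F p of at most 0.05 and a fold change of at least 1.5 at any dose. Linear, quadratic, cubic, power and Hill curves were fitted by least squares, and the lowest AIC was taken among curves with a lack-of-fit p of at least 0.1. The set change was 1.35 residual SDs. Doses up to the top dose were summarised by their median with a jackknife SE over arrays. Lower confidence limits and the benchmark software of the study were not used here.

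The steps were tested on simulated data with the spread of the real arrays over 17661 probes. With 200 probes changed 4-fold between 2 mg/kg males and their controls, 94.5% were called, 2.07% of calls were false, and 0 probes were called by limma in the unchanged female comparison. With slide as a block, 93.5% were called. Each simulated value was drawn independently, with no difference between slides, no dim array and no correlation between probes. The simulation thus does not show how often calls are false where arrays of a slide resemble each other. When 1 list was shifted in males, 1 list was called. For 1000 linear responses over the male doses with a true benchmark dose of 0.8, the median found was 0.766. Of columns renamed at random within groups, 100% were matched to their array.

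The alternatives were no background subtraction, median centring in place of loess, the scanner software's ratio, the liver channel alone, the series matrix, no filter on dim probes or a filter that asks for signal on all arrays, slide as a block, animal number as a block, array weights, separate fits, no fold change minimum, a test against 1.5-fold (treat), gene symbols in place of probes, the mean over a gene's probes, fry in place of camera, control groups to define sex bias, other benchmark settings, and leaving out each array in turn. Leaving out 1 dim array, alone or with slide as a block, was chosen after seeing the data. The median residual SD of a probe was 0.294 on the log2 scale, which with 5 arrays per group limits the precision.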

Results

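Liver transcripts of male and female rats were measured after 90 days of furan, a contaminant of heated food, at 4 doses from 0.03 to 2 mg/kg, with controls at 0. Each group held 5 rats, except for 4 males at 0.03 mg/kg. On 48 of the 49 arrays, 37.9% to 71.1% of spots in the liver channel and 67.7% to 84.3% in the reference channel were well above background. On the array of male 26 at 0.03 mg/kg, these shares were 5.06% and 9.83%. Whether this file is that of the male array that the labels call eliminated is not known, so every value that uses the 0.03 mg/kg males is limited by it. The array also widens the spread that all groups share, so the calls of the other comparisons depend on it too. Slides 5 and 6, with medians of 43.2% and 45.0% in the liver channel, held 10 treated arrays and 0 control arrays. The medians of slides 1 to 4 were 61.1%, 64.0%, 66.1% and 69.0%, and those of slides 7 and 8 were 56.3% and 49.4%. The results below use all 49 arrays, and values with slide as a block or without the dim array stand beside them.

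**Figure D1:**
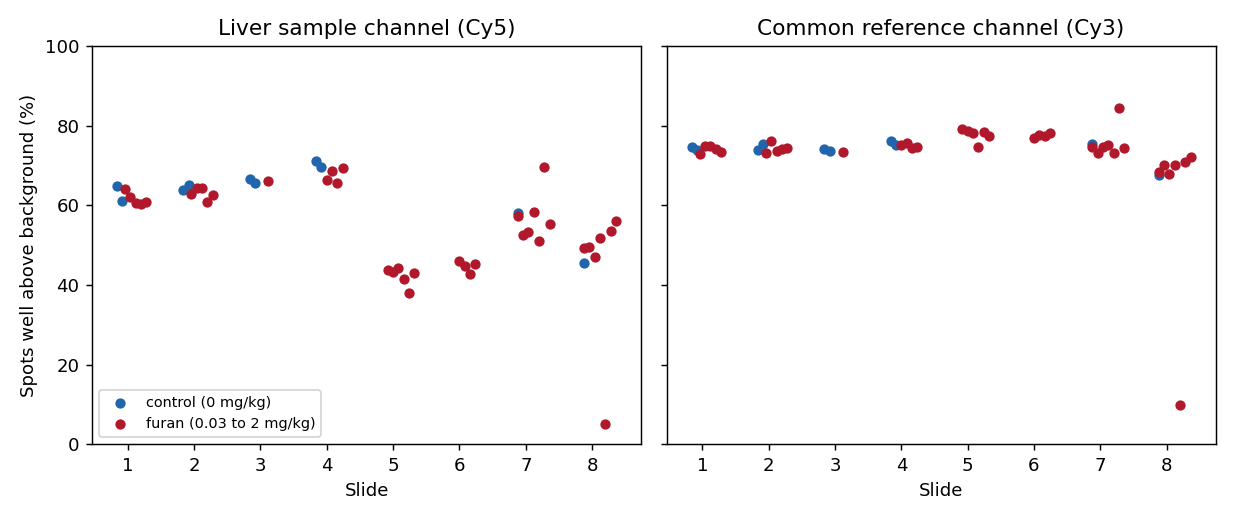
Percent of spots well above background on each array (points) by slide, for the liver channel (left) and the reference channel (right), with controls in blue and furan groups in red. Slides 5 and 6 hold no control arrays, and the array of male 26 at 0.03 mg/kg lies at 5.06% and 9.83%.

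The first question was at which doses furan changed liver transcripts in each sex. At 2 mg/kg, limma called 392 probes in males, of which 249 rose and 143 fell, and 118 in females, of which 44 rose and 74 fell. Array weights raised these counts most, to 2144 and 3514, and the test against 1.5-fold (treat) lowered them most, to 8 and 0. Median centring in place of loess gave 11 and 0 and moved the median change of all probes in females at 2 mg/kg to -0.49. With limma at an unadjusted p under 0.05, 3398 and 4104 probes passed in the main setting. The counts were 673 and 116 with slide as a block, without the dim array 740 and 309, and with both changes 895 and 248. The balance of rises and falls also depended on the setting. In males it was 336 to 404 without the dim array and 566 to 1578 with array weights, and in females 66 to 50 with slide as a block. Of the called probes, 327 in males (83.4%) and 47 in females (39.8%) were still called with slide as a block. Single arrays moved the counts: in males they were 141 without animal 87 and 805 without animal 86, both at 2 mg/kg. In females they were 4 without control 2 and 951 without animal 90 at 2 mg/kg.

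At the lower doses limma called 7 probes in males at 0.12 mg/kg (395 at an unadjusted p under 0.05), 4 up and 3 down. It called 0 in males at 0.03 and 0.5 mg/kg, with 3976 and 1267 probes at an unadjusted p under 0.05. It called 0 in females at 0.03, 0.12 and 0.5 mg/kg, with 695, 1617 and 2033. Both changes together gave counts in males of 54 at 0.12 mg/kg and 64 at 0.5 mg/kg, and in females of 3, 2 and 5 from the lowest dose up. Without male 22 at 0.03 mg/kg, which leaves the dim array among 3, 3439 probes were called at that dose. At 0.12 mg/kg in males, 2 were called without control 2 and 17 without control 6. At 0.5 mg/kg, 8 were called in males without control 6 and 73 in females without control 11, and at 0.12 mg/kg 1 was called in females without control 4. An effect at any dose was found for 242 probes in males and 16 in females by the F test of limma, for 2141 and 142 with slide as a block, and for 4664 and 4457 with array weights, the largest move. It was found for 78 in males without animal 87 at 2 mg/kg and 734 without animal 22 at 0.03 mg/kg. In females it was found for 0 without animal 92 at 2 mg/kg, against 1386 at an unadjusted p under 0.05 with all arrays, and for 51 without control 11.

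In males at 2 mg/kg the largest rises with a gene name were in Gsta3, Akr7a3, Mt2A, Gstp1 and Abcb1b, which code for enzymes that act on reactive compounds, a metal-binding protein and an export pump. Their log2 changes were 3.09 ± 0.29 (SE), 2.92 ± 0.44, 2.70 ± 0.64, 2.64 ± 0.38 and 2.54 ± 0.42, with limma adjusted p values of 2.53e-09, 6.2e-05, 0.0115, 3.87e-05 and 0.000281. All 5 treated arrays lay above all 5 control arrays for each, which was required for the naming. Another probe of Gsta3 moved the other way. Under median centring Gsta3 kept its call, while Akr7a3, Mt2A, Gstp1, Abcb1b and the falls named below kept their direction and lost it. The mean log2 ratio of Akr7a3 was 1.86 ± 0.55 (SD, n = 5) in control males, 3.16 ± 1.21 at 0.5 mg/kg and 4.78 ± 0.59 at 2 mg/kg. Mt2A was not called without animal 87 at 2 mg/kg, at a log2 change between 2.51 and 2.95 over all arrays left out in turn. The largest falls were in Srms, Gimd1, Slc25a25 and Slc34a2, by log2 changes of -1.88, -1.87, -1.75 and -1.69, and in Mmd2. Srms, Gimd1 and Slc34a2 were above background on 4, 1 and 3 of 5 treated males, and Gsta3 on 4 of 5 controls. Mmd2 was not above background in any treated male and was at least 2.97-fold lower; its call was lost in 7 of 10 fits that left out 1 array. Of the 392 called probes, 196 separated all treated from all control arrays, where chance separates 0.794% of probes that were not chosen by their difference. The called ones were chosen on the same arrays, so that share is no test of them.

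**Figure D2:**
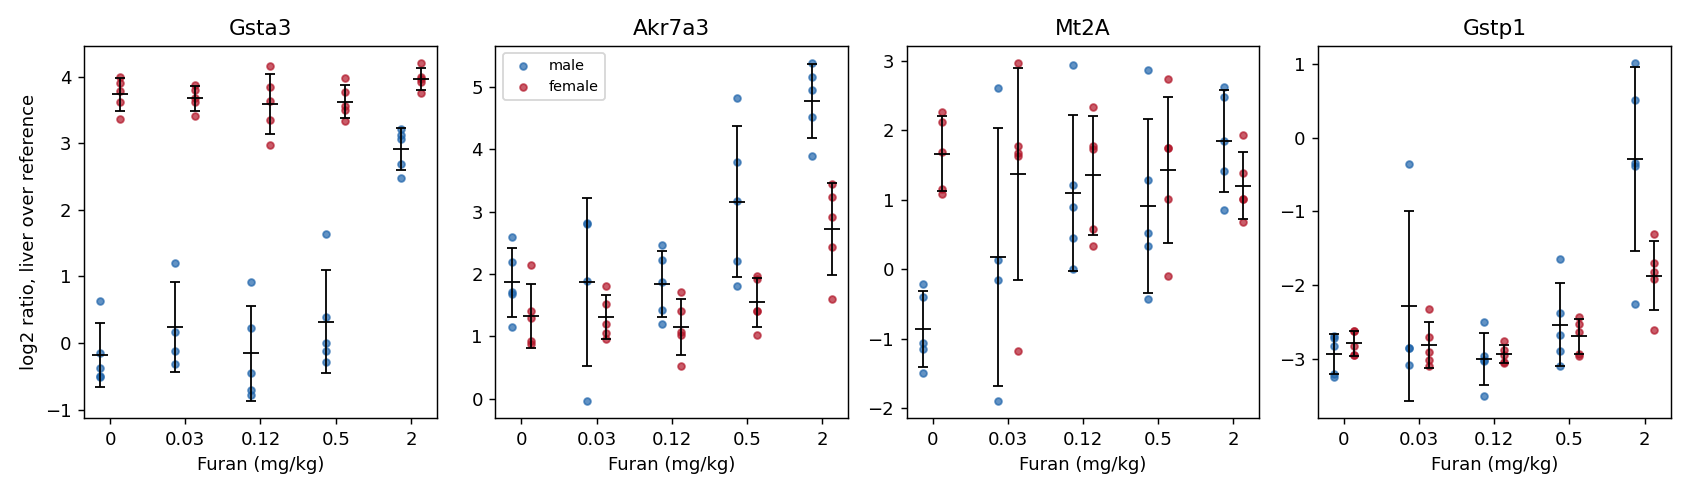
Log2 ratio of liver over reference for each array (points) with the group mean and SD (black), by furan dose in mg/kg, for males (blue) and females (red), for the 4 named genes with the largest rise in males. In males Gsta3 rose from a mean of -0.18 in controls to 2.91 at 2 mg/kg, and in females it was 3.73 and 3.97.

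In females at 2 mg/kg the largest rises were in Abcb1b, A2m, Cryl1, Sort1 and Tspan8, at log2 changes of 2.37 ± 0.42 (SE), 1.69 ± 0.43, 1.37 ± 0.31, 1.20 ± 0.24 and 1.17 ± 0.27. Their limma adjusted p values were 0.00797, 0.0444, 0.0315, 0.0122 and 0.0315, with all 5 treated arrays beyond all 5 controls. Tspan8 was above background on 3 of 5 arrays on either side, and of the falls below Obp3 and Cd300lg on 3 and 4 of 5 treated arrays. The largest falls were in Obp3, Cd300lg, Plekhb1 and Dipk2a, by log2 changes of -2.13, -1.49, -1.42 and -1.32, and in Usp51, which was at least 1.95-fold lower. A2m, Obp3, Cd300lg and Usp51 were not called with slide as a block. Each of these genes but Abcb1b lost its call in at least 1 of 10 fits that left out 1 array, Sort1 without control 2 and Cd300lg and A2m in 8. Of the 118 called probes, 70 separated all treated from all control arrays, with the same limit on the chance share of 0.794%.

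At 0.12 mg/kg in males, the named changes were in Sgk1 (log2 change -1.68 ± 0.27 SE), Slc34a2 (-1.46 ± 0.30) and Fkbp5 (1.33 ± 0.26), with limma adjusted p values of 0.00211, 0.0426 and 0.0247. Of the 5 treated arrays, 5, 4 and 5 lay beyond all controls. Slc34a2 lost its call in 9 of 10 fits that left out 1 array and Fkbp5 in 6, while Sgk1 was called in each.

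Of the 37 genes that the study names, taken by their brightest probe, 7 were called in males at 2 mg/kg and 0 in females, where the dimmer probe of Abcb1b was called as given above. Limma called 8 in males and 0 in females when adjusted over the list alone, with 14 and 11 at an unadjusted p under 0.05. The study chose that list on these samples, so the count over the list is not independent evidence. Not every gene on the list was named for a response to furan. Some are named for a difference between control males and females, and a housekeeping gene is named as unaffected. The counts are thus not shares of reported furan responses that were found again. The study also reported changes in females by PCR for some of these genes, which was not examined here. The 7 were Akr7a3, Mt2A, Abcb1b by its brighter probe (1.56), Ugt2b7 (1.60), Ccng1 (1.27), Gadd45g (-1.67) and Akr1b7. Ccng1 was not called without animal 87, Gadd45g without animal 81, and Akr1b7 without control 5 or without animal 84. The log2 changes of Ccng1 and Gadd45g ranged from 1.12 to 1.52 and from -1.89 to -1.42 over the arrays left out. Akr1b7 was above background on 3 of 5 treated males and 0 of 5 controls, so no size is given for its rise, and Ugt2b7 was above background on 3 of 5 controls. Cyp2c12 rose by 1.55 and was not called (limma adjusted p 0.0685), but was with slide as a block or without animal 81 at 2 mg/kg. In females Akr7a3 rose by 1.40 (limma adjusted p 0.0869). It was called without animal 90 at 2 mg/kg, without control 4 or without the dim array. Ccng1 and Sult2a2, at 0.87 and -0.87 in females with all arrays, were also called without animal 90 or without control 4. Cyp26a1 (-0.98 in females with all arrays) was called without animal 90. With slide as a block, the female calls were Akr7a3 (1.77), Abcb1b by its brighter probe (0.95), Cyp3a62 (1.62) and Gstm4 (0.84). The same block added Cyp3a62 (1.77), Adh4 (1.37), Ppara (0.88) and Dio3 (0.68) in males. Without the dim array as well, Fabp7 was called in both sexes (-1.23 in males and -1.03 in females) and Gstm1 in females (0.75). With all arrays the interaction was not called for any of the 7. With slide as a block and without the dim array it was called for Mt2A (larger in males by 3.25), Ugt2b7 (1.47) and Akr1b7, and with slide as a block alone for Ugt2b7 (1.51) and Akr1b7. A difference between the sexes in these 3 genes thus depends on the setting.

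The next question was whether the sexes responded alike. At 2 mg/kg, 32 probes were called in both sexes, where 2.62 are expected from the sizes of the sets, and all 32 moved the same way. Array weights moved this count most, to 1114, and it was 2 without female control 2 and 63 without female control 4. Over all tested probes the sign was shared by 76.9%, against 48.9% to 50.6% in simulated unchanged groups and 20.8% to 77.2% over other splits of the arrays. The interaction was called for 2 probes, with 762 at an unadjusted p under 0.05 by limma. It was called for 1 without male control 4 and for 3 without male 86 at 2 mg/kg. The 2 probes were Gsta3, whose effect was larger in males by 2.86 ± 0.41 (SE, adjusted p 0.000276; 3.09 against 0.24, all 5 males beyond controls), and a probe with no gene name, larger by 2.71 ± 0.49 (adjusted p 0.0198). As the mean over both probes of Gsta3 the difference was 1.48 and was not called. The study names Gsta5 as higher in control females and among the largest sex differences in response. The probe named Gsta5 here had similar means in control males and females (6.87 and 6.97), while those of the called Gsta3 probe were -0.18 and 3.73. Whether the Gsta5 of the study is this Gsta3 probe was not tested, so Gsta3 is not shown to be a different gene. The probe without a name was outside the naming rules and is mentioned because the count is small. Leaving out the dim array with slide as a block gave 192 interactions, the largest move among the alternatives.

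**Figure D3:**
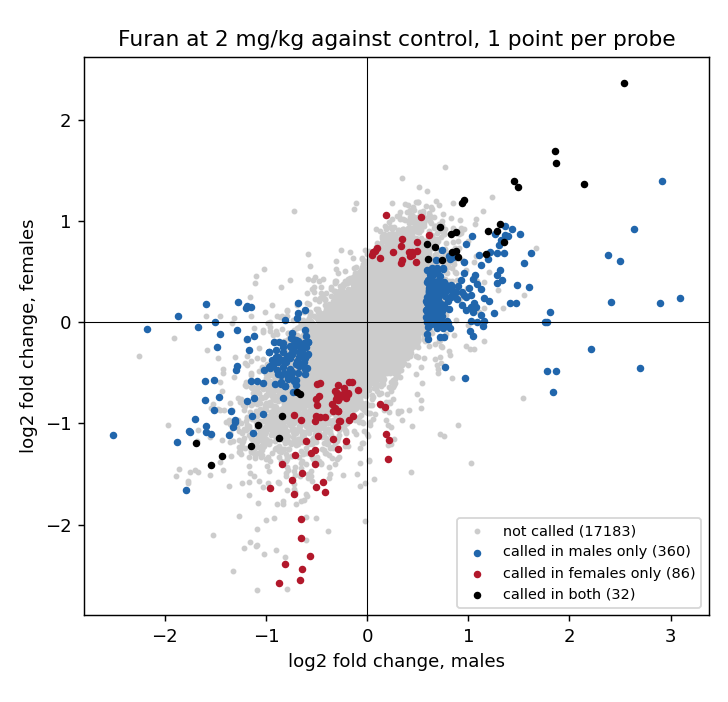
Log2 fold change at 2 mg/kg against control in males (horizontal axis) and females (vertical axis), 1 point per probe, coloured by the sex in which it was called. All 32 probes called in both sexes lie in the quadrants of shared sign, 360 were called in males only and 86 in females only.

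Between control males and females limma called 547 probes, 227 higher in males and 320 higher in females, and 973 with slide as a block. Leaving out the dim array with slide as a block moved this count furthest up, to 1134, and the test against 1.5-fold (treat) moved it down to 175. A filter that asks for signal on all arrays removes probes that are dim in 1 sex and is not compared here. The largest differences toward males were in Cyp3a2, Cyp4a2, Mup4l3, Mup4l4 and Mup4l1, at log2 differences of 9.35, 9.21, 8.75, 8.59 and 8.40. Of the 5 female controls, 2, 2, 4, 1 and 4 were above background for these. Toward females they were in Akr1b7, at least 333-fold, Cyp2c12 (-7.08), Sult2a2 (-7.00), A1bg (-6.96) and Cpa1, at least 404-fold. Sult2a2 was above background on 3 of 5 male controls and A1bg on 1. All 5 arrays of each sex lay apart for each of these genes.

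The lists of well-known genes gave 11 calls at 2 mg/kg over both sexes. Other splits of the arrays gave a middle value of 3 calls and at most 9. The count of 11 fell to 7 without male 87. Fry, which estimates the correlation between genes, moved this count most among settings that tested every list, to 4: NRF2, bile duct and clock morning in males and clock morning in females. In males the NRF2 targets rose by a mean log2 change of 0.58 (camera in limma, adjusted p 1.05e-05, up in 15 of 21 genes), bile duct genes by 0.38 (0.00605, 8 of 11), stellate cell genes by 0.39 (0.00605, 12 of 13) and cell cycle genes by 0.34 (0.00209, 21 of 22). Acute phase genes changed by -0.54 (0.0309, up in 2 of 17), erythroid genes by -0.95 (0.0276, 0 of 5) and clock morning genes by -0.65 (0.00209, 0 of 5). In females cell cycle genes changed by 0.50 (6.12e-05, 21 of 22), acute phase genes by -0.60 (0.0453, 3 of 17), erythroid genes by -0.98 (0.0337, 0 of 5) and clock morning genes by -0.55 (0.0142, 0 of 5). Under slide as a block 5 were called, all in males: NRF2, bile duct, acute phase, erythroid and clock morning. The cell cycle list then changed by 0.15 in males and 0.04 in females, and the female acute phase list by 0.03. Median centring turned the female cell cycle list to -0.12, against the median of all probes of -0.49, and the female bile duct list to -0.16. The liver channel alone turned the female acute phase list to 0.07. The effect was larger in males for the NRF2 list by 0.54 (camera in limma, adjusted p 2.84e-06, higher in 17 of 21 genes) and for the stellate list by 0.32 (0.0442, 11 of 13), and for bile duct genes by 0.20, which was not called. In males the stellate list was not called without animal 87, nor the erythroid list without animal 87 or control 5, nor the acute phase list in 5 of 10 fits that left out 1 array. In females the acute phase and erythroid lists were not called in 5 and 3 such fits.

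The other lists were not called with all arrays. In males p53 targets changed by 0.11, thyroid hormone response by -0.51, macrophage by -0.31, neutrophil by -0.16, clock output by 0.09 and glucocorticoid response genes by 0.03. In females NRF2 targets changed by 0.03, p53 targets by 0.03, thyroid hormone response by -0.81, bile duct by 0.19, stellate cell by 0.08, macrophage by -0.52, neutrophil by -0.44, clock output by -0.04 and glucocorticoid response genes by -0.32. The glucocorticoid list in males had a median of -0.49 and a test direction of down against its positive mean. The NRF2 list in females had a median of -0.01 with a mean and test upward, and the clock output list in females had a mean and median below 0 with a test upward. The p53 list passed in both sexes with slide as a block and without the dim array, at 0.14 in males and 0.11 in females. In females the thyroid hormone and macrophage lists passed without the dim array but not with slide as a block as well, where they changed by -0.25 and -0.06. The female bile duct list passed with the liver channel alone. Several lists also passed at lower doses (camera in limma). In males at 0.03 mg/kg, the group with the dim array, cell cycle genes changed by 0.56, stellate by 0.48, acute phase by -0.81, erythroid by -1.26, macrophage by -0.87 and thyroid hormone genes by -1.07. At 0.5 mg/kg in males cell cycle genes changed by 0.21, stellate by 0.25 and acute phase genes by -0.46. In females cell cycle genes changed by 0.37, 0.38 and 0.41 from the lowest dose up, and macrophage genes by -0.45 and -0.53 at 0.03 and 0.12 mg/kg. No probe was called at these doses, so the shifts of these lists at 2 mg/kg are not shown to depend on the dose. The NRF2 and bile duct lists passed at no lower dose. Clock morning genes had a negative mean at every dose in both sexes against shared controls. They passed in males at 0.03, 0.12 and 0.5 mg/kg, with changes of -0.52, -0.35 and -0.50. In females they passed at 0.03 and 0.12 mg/kg (-0.42 and -0.45) but not at 0.5 mg/kg (-0.33). The fall of this list at 2 mg/kg is thus not shown to depend on the dose either.

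A further question was whether probes with a sex difference shift as a set in treated males. At 2 mg/kg, the 179 male-biased probes changed by a mean of -0.31 in males (camera in limma, adjusted p 0.0044, up in 59) and the 340 female-biased probes by -0.14 (0.0531, up in 118). Without male 22 at 0.03 mg/kg the male-biased mean was 0.13 and the female-biased mean -0.31, and without the dim male 26 they were -0.52 and 0.04. The slide block gave -0.06, not past the threshold, and -0.10, past it, while the slide block without the dim array, which is in a group that defines the sets, gave -0.33, past it, and 0.03, not past it. Median centring moved these means most, to -0.94 and 0.19.

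The median benchmark dose was 1.07 mg/kg (jackknife SE 0.507) over 397 probes in males and 0.103 mg/kg (jackknife SE 0.26) over 1064 probes in females. Fitting linear curves alone moved it most, to 1.64 mg/kg in females. Without the dim array and with slide as a block it was 0.57 mg/kg over 804 probes in males and 0.222 mg/kg over 373 in females. For this setting slide differences were subtracted before the curves were fitted, and the residual SD did not allow for that. The set change is then too small, which can by itself lower these doses. Over arrays left out in turn the male median ran from 0.631 without control 6 to 1.13 without animal 86 at 2 mg/kg. The female median ran from 0.053 without control 4 to 0.281 without animal 51 at 0.12 mg/kg. Of 100 splits of the arrays, the real one included, 63 gave a median at least as high in females and 9 in males, and the other splits had a middle value of 0.129 and 0.225 mg/kg. The medians are thus not set apart from chance. The difference between the sexes was not tested.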

Values the study reported

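The study reported 617 genes changed by 2 mg/kg furan in males and 184 in females, at an absolute fold change of 1.5 and an adjusted p of 0.05. It reported 958 genes that differed between control males and females, 594 of them higher in females, and 132 genes whose response to furan differed between the sexes.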

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

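The tests of other splits of the arrays, time of day, handling stress, share of hepatocytes and benchmark doses were planned before their values were seen, while those of slides on called probes and lists, and of the interaction, were chosen after the result was seen.

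In 4 of 60 groups tested, 1 array lay far from the other 4, where chance gives about 1 in 20, or 3. The log2 ratio of the dimmer Abcb1b probe was 0.0779 in female 82 at 2 mg/kg, against 1.49 to 2.00 in the others. That of Cryl1 was 2.86 in female 92 at 2 mg/kg, against 1.80 to 2.10. That of Dipk2a was 1.06 in female control 4, against 2.04 to 2.26, and that of Akr1b7 was 0.0383 in male control 6, against -0.61 to -0.48. The Akr1b7 values are all from spots not well above background, so that array shows no difference in level. Slide 8 holds 3 of these arrays. No explanation was tested for single arrays.

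The furan effect at 2 mg/kg differed between the sexes for Gsta3, by 2.86 on the log2 scale, for a probe with no gene name by 2.71, for the NRF2 list by 0.54 and for the stellate list by 0.32. Of 100 splits of the arrays, 6 gave at least 2 interaction calls, so chance can not be excluded for that count. A difference between slides does not account for the NRF2 list in males: arrays on slides 5 and 6 differed from their group mates by -0.13, against the furan effect, and the list passed with slide as a block. The low count itself may come from the spread that the slides and the dim array add, since 192 were called with slide as a block and without that array. Sex stays open as a biological explanation.

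In the series matrix, 3 columns matched no scanner file, at a highest correlation of 0.758. They are named for male 22 at 0.03 mg/kg, male 83 at 2 mg/kg and female 68 at 0.5 mg/kg. The 3 scanner files that no column matched were male 26 at 0.03 mg/kg, the dim array, male 83 at 2 mg/kg and female 62 at 0.5 mg/kg. The source of the 3 columns was not tested.

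Probe counts were set against 100 splits of the same arrays, the real one included. In males as many probes came in 2 splits at 2 mg/kg and 1 at 0.12 mg/kg, and in females in 3 at 2 mg/kg. For probes called in both sexes, gene lists and sex in controls it was 1 each, the real split itself. Chance is thus unlikely for these counts. It is not excluded, since 100 splits are few and no adjustment was made over the results tested. For gene lists the other splits gave a middle value of 3 calls and at most 9. Single lists among the 11 called may thus still come from chance. The larger split in males gave 1497 probes and parted 5 arrays of slides 1 to 4 from 5 of which 1 was on those slides. Those in females gave 1971, parting 5 from 0, and 239, parting 1 from 4. The real groups also part the slides in part, with 2 treated and 4 control arrays on slides 1 to 4 in males and 1 and 4 in females. A share of the real calls may thus follow slides, and the real counts with slide as a block were 673 and 116. Chance can not be excluded for an effect at any dose (5 of 100 in either sex) or for female-biased (26) and male-biased probes (8). Nor can it for probes with a benchmark dose in males (9), while in females 3 splits gave as many. These splits were set against counts without slide as a block. They thus do not test the counts with the block, 2141 in males and 142 in females for an effect at any dose. All 100 splits gave as many as the 0 calls at the other doses.

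Arrays of a slide resembled each other: their deviations from group means correlated at 0.512, against -0.0733 between slides, and 0 of 100 shuffles of the slides gave such a gap. In males 83.4% of the called probes stayed with slide as a block, which argues against slides as the whole cause. In females 39.8% stayed, so a difference between slides may account for most of those calls. The share was 66.9% with the dim array also left out, and this reading was set after the value was seen. Arrays on slides 5 and 6 differed from their group mates by 0.51 for the cell cycle list, which did not pass with slide as a block in either sex, so slides may account for its rise, although in both sexes it passed when the dim array was also left out. They differed by -0.39 for acute phase, -0.61 for erythroid and -0.30 for clock morning genes, in the direction of the furan effect. In males these lists passed with slide as a block, so slides are not the whole cause there. In females none of them passed with that block, so slides may account for their falls. The female clock morning list did pass when the dim array was also left out.

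For the called probes at 2 mg/kg, a lower share of hepatocytes would raise all 4 lists of other cell types. In males 2 rose past the threshold and in females 0. The macrophage and neutrophil lists did not fall past it with all arrays, and the macrophage list differed by -0.51 on slides 5 and 6, so a lower share can not be excluded in either sex, a reading set after the values were seen. Time of day can not be excluded: the clock morning list changed by -0.65 in males and -0.55 in females, while the clock output list did not pass. Handling stress can not be told either, since the glucocorticoid genes went both ways (adjusted p 0.869 and 0.513). For benchmark doses, 68.0% of the modelled probes stayed in males with slide as a block and without the dim array. In females 28.3% stayed but the median moved by less than its SE, so slides are left open.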

How the results depend on the processing

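The tests of this part were planned before the result was seen, except that leaving out the dim array, alone or with slide as a block, was chosen after. Counts are of probes called by limma with Benjamini-Hochberg and are given where they moved by over 1.5 times, and the cause was not tested unless stated. Among 328 results for named genes, of which 39 were called, 0 reversed in direction past the threshold in any setting. Calls were lost for 26 of them under median centring, 9 with the red channel alone, 7 with separate fits, 4 with slide as a block, 5 with no filter on dim probes and 0 with slide as a block and without the dim array. They were gained for 56 with array weights, 17 with slide as a block and without the dim array and 11 with slide as a block. The signal over background may limit these settings. Only 1814 probes were above background on all arrays, but that count includes the dim array. On that array 5.06% of liver spots were above background, against at least 37.9% on each other array. The count thus says little about the others.

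Without background subtraction, 74 probes were called in females at 2 mg/kg, 21 in both sexes, 1 for the interaction and 5 for any effect in females. For median centring the counts were 11 in males and 0 in females at 2 mg/kg, 0 in males at 0.12 mg/kg, 0 in both sexes, 9 in males and 0 in females for any effect, 1 for the interaction and 279 for sex in controls. It turned the female-biased probes to 0.19, the female cell cycle list to -0.12 and the female bile duct list to -0.16. In females this setting moved the median of all probes to -0.49, and changes are read relative to it.

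The scanner software's log ratio gave 681 in males at 2 mg/kg, 48 in females at 0.5 mg/kg, 574 in males and 145 in females for any effect and 4 interactions, and male-biased probes at -0.15, no longer past the threshold. The red channel (liver) alone gave 3 in males at 0.12 mg/kg and 3 at 0.5 mg/kg, 20 in females at 2 mg/kg, 14 in both sexes, 993 in males for any effect, 4 interactions and 7 lists. It gave a median benchmark dose in females of 0.465 mg/kg and turned the female acute phase list to 0.0715. The authors' series matrix gave 7 in males at 0.5 mg/kg, 286 in females at 2 mg/kg, 68 in both sexes and 530 in males for any effect.

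With no filter on dim probes, 59 were called in females at 2 mg/kg and 20 in both sexes, and the female-biased probes passed at -0.11. Asking for signal above background on all arrays gave 1 in males at 0.12 mg/kg, 121 in males and 1 in females at 2 mg/kg, 1 in both sexes, 91 in males and 0 in females for any effect, 0 interactions, 23 for sex in controls and 1 list. The male NRF2 list turned to -0.14, the male-biased probes did not pass at -0.43 and the female-biased probes passed at -0.38. This filter leaves 1814 of 17661 probes and removes those that are dim on the dim array or in 1 sex. It leaves most lists too small to test, so its counts are not over the same probes and lists.

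Slide as a block gave 30 in males at 0.12 mg/kg, 25 at 0.5 mg/kg and 673 at 2 mg/kg, 1 in females at 0.12 mg/kg and 3 at 0.5 mg/kg, 2141 in males and 142 in females for any effect, 19 interactions, 973 for sex in controls and 5 lists. The male-biased probes did not pass at -0.0556, the female-biased probes passed at -0.10 and the female acute phase list turned to 0.026. Leaving out the dim array gave 8 in males at 0.5 mg/kg, 740 in males and 309 in females at 2 mg/kg, 79 in both sexes, 520 in males and 31 in females for any effect and 5 interactions. The slide block without the dim array gave 54 in males at 0.12 mg/kg, 64 at 0.5 mg/kg and 895 at 2 mg/kg, and 3, 2, 5 and 248 in females from the lowest dose up. It gave 73 in both sexes, 3221 in males and 528 in females for any effect, 192 interactions and 1134 for sex in controls. The median residual SD fell from 0.294 to 0.277 without the dim array, 0.189 with the slide block and 0.166 with both.

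Array weights gave 64 in males at 0.03 mg/kg, 64 at 0.12 mg/kg, 2294 at 0.5 mg/kg and 2144 at 2 mg/kg. In females they gave 1, 2054, 1259 and 3514 from the lowest dose up. They gave 1114 in both sexes, 4664 in males and 4457 in females for any effect, 78 interactions and 940 for sex in controls.

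A separate fit for each comparison gave 0 in males at 0.12 mg/kg and 139 at 2 mg/kg, 2 in females at 0.12 mg/kg, 45 at 0.5 mg/kg and 489 at 2 mg/kg, 38 in males for any effect and 14 interactions, and turned the female-biased probes to 0.0751. With no fold change minimum, 671 were called in males at 2 mg/kg. The test against 1.5-fold (treat) gave 0 in males at 0.12 mg/kg, 8 in males and 0 in females at 2 mg/kg, 0 in both sexes, 1 interaction and 175 for sex in controls. Counted as distinct gene symbols, 207 were called in males at 2 mg/kg. The mean over a gene's probes counts genes, and gave 186 in males and 97 in females at 2 mg/kg, 3 in males at 0.5 mg/kg, 146 in males and 9 in females for any effect, and 0 interactions (368 at an unadjusted p under 0.05 by limma). With fry in place of camera, 4 lists were called. When control groups define sex bias, female-biased probes turned to 0.10. With a linear model only, the median benchmark dose in females was 1.64 mg/kg.

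As a replicate block, animal number shared by a male and a female of a dose gave 12 in males at 0.12 mg/kg and 1 in females at 0.5 mg/kg. It gave 403 in males and 104 in females at 2 mg/kg, and of the calls without it 95.4% and 85.6% were shared. Of same-numbered male and female animals, 6 of 8 pairs had deviations that correlated above 0.1, from -0.27 to 0.569. Their median was 0.216 against -0.109 for 112 other pairs, and the consensus correlation of the block was 0.233. Of the 8 pairs, 2 were on the same slide, at 0.377 and 0.569, and arrays of a slide resembled each other. A pair on different slides reached 0.432. Since not every pair was above 0.1, the numbers were not taken to pair the animals, although some may share a deviation.

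Leaving out each array in turn gave 0 to 3439 probes in males at 0.03 mg/kg, highest without male 22 of that dose, 2 to 17 at 0.12 mg/kg, 0 to 8 at 0.5 mg/kg and 141 to 805 at 2 mg/kg, lowest without male 87. In females it gave 0 to 0, 0 to 1, 0 to 73 and 4 to 951 from the lowest dose up, the last lowest without control 2 and highest without animal 90. It gave 2 to 63 for both sexes, 78 to 734 in males and 0 to 51 in females for any effect, 1 to 3 interactions, 446 to 574 for sex in controls and 7 to 11 lists. Male-biased probes ran from -0.52 to 0.13 and female-biased probes from -0.31 to 0.0377. The median benchmark dose ran from 0.631 to 1.13 mg/kg in males and from 0.053 to 0.281 mg/kg in females.

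With all arrays, the counts at an unadjusted p under 0.05 by limma were 3398 in males and 4104 in females at 2 mg/kg, 395 in males at 0.12 mg/kg, 762 for the interaction and 1386 in females for any effect.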

Other observations

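The tests of the dim array, of slide order and of text order were chosen after the result was seen.

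The dim array of male 26 at 0.03 mg/kg may have been weakly labelled or hybridised, since its reference channel, the same RNA on every array, also had only 9.83% of spots above background. No biological explanation was tested. No column of the series matrix matched its file, and whether it is the array that the labels call eliminated was not tested.

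In the series matrix, 46 of 49 columns matched a scanner file of their group at a correlation of at least 0.921, but only 7 matched the file of the animal they are named for and 39 that of another animal. A candidate explanation is that columns were filled in slide order and named in order of animal number. With numeric order this held in 9 of 10 groups, which argues against it, and with text order in 10 of 10, a form thought of after the first. Whether the columns or the scanner files carry the wrong animal was not tested. Animal numbers here are those of the scanner files, so values of single animals, the animal number block and the arrays named as left out depend on that. Comparisons of groups do not for the 46 matched columns, since 0 of them matched a file of another group.

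Counts with all arrays are given first and those with slide as a block and without the dim array after them. All are counts of probes, while the study counted genes. The 392 probes below held 207 distinct gene symbols among those with a name. A count that is higher in probes may thus not be higher in genes. The count of probes changed at 2 mg/kg was 392 and 895 in males. In the first setting that is lower and in the other higher than the value quoted from the study above. The count in females was 118 and 248. The first is lower and the other higher than the value quoted above. The count of probes that differed between control males and females was 547 and 1134. Again the first is lower and the other higher than the value quoted above. The count of probes higher in control females was 320 and 629. Here too the first is lower and the other higher than that value. The interaction was called for 2 and 192 probes. The first is again lower and the other higher, and the study counted genes, not probes, and tested sex on genes already changed by furan.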
